# TGF-β1-Mediated FDNCR1 Regulates Porcine Preadipocyte Differentiation via the TGF-β Signaling Pathway

**DOI:** 10.3390/ani10081399

**Published:** 2020-08-11

**Authors:** Zhe Zhang, Yu Meng, Fei Gao, Yue Xiao, Yi Zheng, Hao-Qi Wang, Yan Gao, Hao Jiang, Bao Yuan, Jia-Bao Zhang

**Keywords:** TGF-β1, FDNCR1, porcine preadipocytes, differentiation, TGF-β signaling pathway

## Abstract

**Simple Summary:**

Fat differentiation affects lipid deposition and is a complex metabolic process. It has been previously reported that multiple transcription factors regulate adipocyte formation. With the in-depth study of epigenetics, in recent years it has been reported that long noncoding RNA (lncRNA) can effectively affect the formation of lipid droplets and thus regulate fat deposition. lncRNA can regulate cell function through a variety of mechanisms, the most studied is the mechanism of action of lncRNA as a miRNA molecular sponge. The purpose of this article is to explore the role of transforming growth factor-beta (TGF-β1) mediated lncRNA in the formation of porcine adipocytes, from the perspective of lncRNA to reveal the effect of TGF-β1 on the differentiation of porcine adipocytes, and provide a new way to improve the quality of pork.

**Abstract:**

Adipocyte differentiation and lipid metabolism have important regulatory effects on the quality of meat from livestock. A variety of transcription factors regulate preadipocyte differentiation. Several studies have revealed that transforming growth factor-beta (TGF-β1) may play a key role in epithelial–mesenchymal transition (EMT); however, little is known about the effects of TGF-β1 treatment on porcine preadipocytes. To explore the role of TGF-β1 in porcine adipocyte differentiation, porcine preadipocytes were treated with 10 ng/mL TGF-β1, and two libraries were constructed for RNA-seq. We chose an abundant and differentially expressed long noncoding RNA (lncRNA), which we named fat deposition-associated long noncoding RNA1 (FDNCR1), for further study. RT-qPCR was used to detect mRNA levels of genes related to adipocyte differentiation. Triglyceride assay kits were used to detect lipid droplet deposition. TGF-β1 significantly suppressed porcine preadipocyte differentiation. We identified 8158 lncRNAs in total and 39 differentially expressed lncRNAs. After transfection with FDNCR1 siRNA, the mRNA expression of aP2, C/EBPα, and PPARγ and triglyceride levels significantly increased. Transfection with FDNCR1 siRNA significantly decreased protein levels of *p*-Smad2/Smad2 and *p*-Smad3/Smad3. These results demonstrate that FDNCR1 suppresses porcine preadipocyte differentiation via the TGF-β signaling pathway.

## 1. Introduction

Requirements for pork quality have increased with improvements in living standards. Pork quality is affected by fiber diameter, color, pH, intramuscular fat, creatine levels, and fatty acid composition [1]. Among these factors, intramuscular fat content has close relationships with the juiciness, tenderness, flavor, color, and other characteristics of pork and is thus one of the key factors affecting the sensory quality of pork [2,3]. Research has shown that adipose tissue is directly related to the yield and quality of meat. Adipose tissue in animals is mainly distributed subcutaneously on abdominal tissues or on surfaces of internal organs. Two types of fat are deposited in muscle: intermuscular fat and intramuscular fat [4]. Intermuscular fat is deposited in the form of lipid droplets within muscle fibers. In high-quality pork, intramuscular fat cells accumulate large numbers of fat droplets that result in visible marbling [5]. The ideal intramuscular fat content of pork is generally considered to be 2.2–3.4%. When the intramuscular fat content is less than 2%, the texture and taste of the meat are relatively poor. Therefore, studying factors that affect fat deposition will help improve the quality of pork.

Transforming growth factor-beta (TGF-β) signaling influences a wide variety of processes, such as autophagy, differentiation, and apoptosis [6]. TGF-β consists of TGF-β1, TGF-β2, and TGF-β3 [7]. Activated TGF-β ligands initiate signal transduction by binding to TGFBR1 and TGFBR2; initially, ligands bind to TGFBR2, which recruits and then phosphorylates TGFBR1. Phosphorylated TGFBR1 subsequently facilitates the phosphorylation of R-Smads (Smad 2 and Smad 3). Following phosphorylation, R-Smads form complexes with Smad 4 and accumulate in the nucleus to transmit cell signals [7,8]. Smads 2 and 3 have been identified as activators of the TGF-β pathway, whereas Smads 6 and 7 have been identified as inhibitors of the TGF-β pathway [9,10]. TGF-β induces epithelial–mesenchymal transition (EMT) in epithelial cells and can regulate the expression of key EMT factors in vitro [11]. TGF-β signaling regulates myofibroblastic differentiation and the production of extracellular matrix (ECM) components by myofibroblasts [12]. Previous studies have shown that TGF-β1 inhibits adipocyte differentiation in obese mice [13]. However, it is unclear whether TGF-β1 has the same effect on porcine preadipocytes.

Long noncoding RNAs (lncRNAs) are a class of noncoding RNAs that are longer than 200 nucleotides (nt) [14], generally have two to four exons [15], and are less conserved than mRNAs. Some studies have shown that approximately 90–95% of transcripts are noncoding RNAs [16], and lncRNAs are thought to serve four functions, which include acting as scaffolds, guides, decoys, and signals [17]. LncRNAs have been studied in a variety of mammals and have been found to play essential roles in diverse biological processes, such as transcriptional regulation [18], genomic imprinting, metabolism, and epigenetic regulation [19]. LncRNAs have also been shown to play vital roles in tumor initiation, progression, and metastasis [20]. Although many studies have described the functions of lncRNAs, little is known about their regulatory roles in porcine adipocytes.

To study the molecular mechanism of TGF-β1 in porcine preadipocyte differentiation, we performed lncRNA sequencing (RNA-seq) of TGF-β1-treated porcine preadipocytes, and we identified a differentially expressed lncRNA, named fat deposition-associated long noncoding RNA1 (FDNCR1). We explored whether FDNCR1, a competitive endogenous RNA (ceRNA) of miR-204, regulates preadipocyte differentiation in porcine preadipocytes. Our findings will expand the understanding of the lncRNA regulation of meat quality and will help to improve porcine genetics and breeding in China.

## 2. Materials and Methods

### 2.1. Ethics Statement

The experiment was carried out in strict accordance with the guidelines of the Care and Use of Laboratory Animals of Jilin University. In addition, the whole experimental process was approved by the Institutional Animal Care and Use Committee of Jilin University (license number: 201809042).

### 2.2. Cell Culture and Differentiation

Porcine preadipocytes were treated with 10 ng/mL recombinant human TGF-β1 (PeproTech, USA) for 48 h or with 10 mM citric acid (Solarbio, China) as a negative control (NC) when the cell density reached approximately 70–80%. After 48 h of treatment and culture at 37 °C with 5% CO_2_, cells were harvested for RNA isolation. Porcine preadipocyte culture and differentiation were performed as described in a previous study [21].

### 2.3. RNA Isolation, Library Construction, and RNA-Seq

Total RNA was isolated from porcine preadipocytes treated with 10 ng/mL TGF-β or 10 mM citric acid for 48 h. Six samples of total RNA were extracted using the TRIzol method (Roche, Belmont, CA, USA) according to standard protocols. The TGF-β1 group and the NC group each included three biological replicates. A Ribo-Zero Gold rRNA Removal Kit was used to remove rRNA from RNA following the manufacturer’s instructions. An AMPure XP system was used to purify library fragments and isolate cDNA fragments that were 150–200 bp in length. An Agilent 2100, a Qubit 2.0 and RT-PCR were used to assess the cDNA library quality and quantity. The insert size was assessed on a machine and compared to the expected size. An Illumina HiSeqXten platform was used to sequence constructed libraries at BioMarker Technologies (Beijing, China) following the manufacturer’s recommended protocol.

### 2.4. Transcriptome Assembly and Data Analysis

After removing low-quality reads, adapters, and poly-N sequences, we obtained processed data from the raw data and calculated the GC content, Q20, and Q30 of the clean data. Susscrofa 10.2 was downloaded from the Ensembl genome browser and was used as the reference genome for isoform expression level quantification, splice junction searching, and alignment. To explore expression levels of all porcine genes and transcripts in the two libraries, StringTie1.3.1, an algorithm based on optimization theory, was used to calculate the mapped values of the two libraries.

### 2.5. Pipeline to Identify LncRNAs

Assembled novel transcripts were screened from two libraries to identify lncRNAs via several steps. The fragments per kilobase per million mapped reads (FPKM) value of each transcript was calculated using StringTie 1.3.1, and transcripts with values larger than 0.1 were considered to be expressed. We screened transcripts longer than 200 nt with two exons as lncRNA candidates. The Pfam database [22], CNCI(Coding-Non-Coding Index) [23], CPAT(Coding Potential Assessment Tool) [24], and CPC (Coding Potential Calculator)Tools [25] were used to ensure that each transcript was a lncRNA with protein-coding ability. Finally, we used Cuffcompare to place lncRNA transcripts into four categories, which included antisense lncRNA, sense lncRNA, lincRNA, and intronic lncRNA. The Bioconductor package (limma, version 3.4.0) and R software (version 3.4.0) with default parameters were used to analyze differentially expressed lncRNAs and mRNAs [26]. We used the Benjamini and Hochberg method to correct for multiple testing. The threshold for significantly different expression was set as a false discovery rate (FDR) < 0.1 and a fold change (FC) > 1. In the process to detect differentially expressed genes (DEGs), the FC was defined as the ratio of expression levels in two samples (groups), and the FDR was obtained by correcting the *p* value for each significant DEG.

### 2.6. Enrichment Analysis

We searched for differentially expressed lncRNAs [27] based on their expression levels and predicted their functional roles. We used the Gene Ontology Enrichment Analysis Software Toolkit (GOEAST) and the Database for Annotation, Visualization, and Integrated Discovery (DAVID) to predict the functions of abnormally expressed mRNAs [28]. GO (Gene Ontology) analysis showed that numerous host genes had strong relationships with molecular functions, cellular components, and biological processes. The topGOR software package was used to analyze DEGs. The Kyoto Encyclopedia of Genes and Genomes (KEGG) database is the main public database for pathway analysis; we next performed KEGG pathway enrichment analysis of DEGs or lncRNA target genes using KEGG Orthology-Based Annotation System (KOBAS) software [29].

### 2.7. RT-qPCR and Western Blot Analysis

We used RT-qPCR to validate the RNA-seq results. RT-qPCR was performed on a Mastercycler ep Realplex2 system with 2× SuperRealPreMix Plus (SYBR Green) and a LncRNA qPCR Detection Kit following the manufacturer’s instructions (Supplementary Table S1). Porcine preadipocytes were separated by 12% SDS-PAGE. Next, proteins were transferred to PVDF membranes (Millipore, Burlington, MA, USA). Membranes were incubated with primary antibodies at 4 °C and then incubated with a secondary antibody. Proteins were visualized using a chemiluminescent substrate (Tanon, China).

### 2.8. Oil Red O Staining and Triglyceride Detection

An Oil Red O Kit (Solarbio, USA) was used to stain porcine preadipocytes according to the manufacturer’s instructions. The morphology of lipid droplets after oil red O staining was observed under a microscope. A triglyceride kit (Applygen, China) was used to measure preadipocyte lipidosis following the manufacturer’s recommended protocol.

### 2.9. FISH

FITC-labeled FDNCR1 probes were obtained from RiboBio (Guangzhou, China). FISH was performed using a FISH kit (RiboBio) following the manufacturer’s instructions.

### 2.10. Statistical Analysis

Data are shown as the means ± standard error of the means (SEMs). Data were analyzed using SPSS 11.5 software and GraphPad Prism 5.0 software. Independent-samples *t*-tests were used to analyze data from two samples. Multiple comparisons were performed with one-way ANOVA, and a value of *p* < 0.05 was considered significant.

## 3. Results

### 3.1. Effects of TGF-β1 on Porcine Preadipocyte Differentiation

After treatment with 10 ng/mL TGF-β1 for 48 h, treated porcine preadipocytes showed significantly decreased levels of PPARγ, aP2, and C/EBPα mRNA (Figure 1A). Compared to the control (untreated) condition, treatment with 10 ng/mL TGF-β1 for 8 days significantly decreased lipid accumulation (Figure 1B,C), as indicated by staining with an Oil Red O Kit (Solarbio, Beijing, China) following the manufacturer’s instructions. After treatment with 10 ng/mL TGF-β1 for 48 h, treated porcine preadipocytes showed significantly decreased levels of PPARγ protein (Figure 1D,E). These results suggest that TGF-β1 inhibits porcine preadipocyte differentiation and lipid production.

### 3.2. Overview of RNA-Seq

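Preadipocytes are precursor cells of adipose tissue that can differentiate into lipid-storing adipocytes, and TGF-β1 is a secreted cytokine that acts on cells through TGFBR1, TGFBR2 and the Smad proteins. Porcine preadipocytes of subcutaneous adipose tissue received recombinant human TGF-β1 at 10 ng/mL, or only citric acid at 10 mM (NC, the negative control), and their RNA was sequenced after 48 h. Each group had 3 samples, which the paper describes as biological replicates. The authors removed ribosomal RNA, sequenced the libraries, aligned the reads to Sus scrofa 10.2 and calculated FPKM with StringTie 1.3.1. FPKM scales the fragments of a transcript by its length and by the mapped fragments of the sample, so the values are already scaled to the depth of each sample. The deposited tables held the FPKM of 22164 genes in the mRNA table and of 4908 transcripts in the lncRNA table, without read counts. Of the 22164 genes, 18088 were annotated and 4076 were new genes of the authors' assembly. For 1215 of the new genes, the 6 values equalled those of a lncRNA transcript to 6 decimals. The FPKM of all genes in the mRNA table summed to 448468, 443129 and 418531 in the NC samples and to 404489, 399974 and 392976 in the TGF-β1 samples. In the lncRNA table, the 10 highest transcripts held 93.5% to 94.5% of the FPKM of a sample. Across genes of the mRNA table, log2 values had a Pearson r of 0.946 to 0.959 between samples of a group and of 0.939 to 0.959 between samples of different groups. Across lncRNAs, r was 0.632 to 0.688 within groups and 0.575 to 0.664 between groups. Genes are not independent replicates, so these values only describe the samples. Genes and lncRNAs with an FPKM above 0.1 in at least 3 of the 6 samples were tested, which kept 17708 genes and 4260 lncRNAs. The test was limma with default parameters on log2(FPKM + 0.1), for each table separately, with Benjamini-Hochberg adjustment and the paper's threshold of 0.1. The fold changes below are on this scale, which understates the change of features with a low FPKM. An FPKM of 0 can be a failed estimate, since 1 of 79 ribosomal protein genes (RPL and RPS) was listed at 0 in a sample. Features with an FPKM of 0 in all samples of a group are therefore described as listed at 0, without a fold change, and a fold change of a feature with an FPKM of 0 in single samples depends on the added 0.1. An exact permutation test of 3 samples against 3 cannot give a p below 0.1.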

To investigate the lncRNA expression profiles in porcine preadipocytes, two RNA-seq libraries were constructed from cultured porcine preadipocytes with or without TGF-β1 treatment. There were three biological replicates each in the control and treatment groups. RNA-Seq was used to sequence cDNA libraries. A total of 279,969,676 and 249,341,424 raw reads were obtained from the TGF-β1 and control libraries, respectively. 

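The depth behind the FPKM values was estimated from genes with an FPKM below 0.5. The values of some of these genes in different samples are whole multiples of the value of 1 fragment, and the estimate rests on those. It need not hold for the others, since StringTie shares fragments between overlapping transcripts. Relative to NC replicate 1, set to 1, the depth was 0.880 and 0.778 in the other NC samples and 0.740, 0.797 and 0.842 in the TGF-β1 samples. The 15 pairs of samples gave the same depths within 0.131%. Summed over the 3 samples of a group, the relative depth was 2.66 in NC and 2.38 in TGF-β1, a ratio of 0.895 (two-sided exact permutation test, p = 0.3, where 0.1 is the smallest p).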

Processed sequencing data were aligned to the reference genome (Susscrofa 10.2), and 87.69–88.08% of the data were successfully mapped. 

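The deposited lncRNA table held 4908 transcripts of 3739 loci, and 592 of the loci had 2 or more transcripts. Every transcript of the table had an FPKM above 0.1, the paper's threshold for an expressed transcript, in at least 1 of the 6 samples. Expression was low: 840 transcripts exceeded an FPKM of 1 in at least 1 sample, and the median FPKM of the expressed lncRNAs was 0.322 to 0.333 in a sample. In the 3 NC samples, 3598, 3536 and 3473 lncRNAs were expressed. In the 3 TGF-β1 samples, 3413, 3605 and 3591 were expressed. Transcripts expressed in at least 1 sample of each group numbered 4426, while 221 were expressed in an NC sample and in no TGF-β1 sample, and 261 in a TGF-β1 sample and in no NC sample. The difference between the last counts was not tested.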

The Pfam database, Coding-Non-Coding Index (CNCI), Coding-Potential Assessment Tool (CPAT), and Cardiovascular Proteomics Center (CPC) Tools were used for intersection analysis to identify 8158 lncRNAs (Figure 2A), which included 4952 long intergenic noncoding RNAs (lincRNAs; 60.7%), 1367 antisense lncRNAs (16.8%), 1173 intronic lncRNAs (14.4%), and 666 sense lncRNAs (8.2%) (Figure 2B). A total of 39 lncRNAs and 76 mRNAs were differentially expressed in porcine adipocytes treated with 10 ng/mL TGF-β1 compared to control porcine adipocytes (Supplementary Tables S2 and S3). Among these differentially expressed lncRNAs, 28 were upregulated, and 11 were downregulated. 

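With TGF-β1, KRT5, a keratin of the basal layer of epithelia, rose from an FPKM listed at 0 in all 3 NC samples to 2.08 ± 0.185 (SD, n = 3). ATP6, a mitochondrially encoded subunit of ATP synthase, rose from 0.104 ± 0.0251 to 32.6 ± 7.20 (SD, n = 3 each), a log2 fold change of 7.31 (standard error 0.20, adjusted p = 0.00063 from limma). KRT8, a keratin of simple epithelia, rose from 0.00901 ± 0.00799 to 0.282 ± 0.0666 (SD, n = 3 each; adjusted p = 0.073 from limma). ANG1 fell from 2.87 ± 0.762 to 0.148 ± 0.111 (SD, n = 3 each), a log2 fold change of -3.64 (standard error 0.35, adjusted p = 0.0997 from limma). PEBP4, which encodes a phosphatidylethanolamine-binding protein, fell from 0.179 ± 0.0453 (SD, n = 3) to an FPKM listed at 0 in all 3 TGF-β1 samples. These genes were among 17 of the 17708 genes that passed limma's test at an adjusted p of 0.1, of which 9 were higher and 8 were lower with TGF-β1. For 3 of the 17, the values equalled those of a lncRNA, 1 of which also passed in the lncRNA table, and 11 genes passed when all such genes were left out. Of the 17 genes, 9 carried a symbol, and in 10 a whole group was listed at 0. The others with a symbol have no name in the files beyond an LOC number. LOC100155807 rose from 0.0212 ± 0.0210 to 2.52 ± 0.223 (SD, n = 3 each), with a log2 fold change of 4.44 (standard error 0.16, adjusted p = 0.0017). LOC102163748, listed at 0 in all NC samples, rose to 0.440 ± 0.108 (SD, n = 3), and LOC100737072 rose from 0.00982 ± 0.00902 to 0.778 ± 0.298 (SD, n = 3 each). LOC100738055 fell from 0.869 ± 0.260 (SD, n = 3) to an FPKM listed at 0 in all TGF-β1 samples. Each of these 9 genes had all 3 values of a group on one side of the 3 values of the other. In all, 3211 of the tested genes (18.1%) had such separate groups, where chance gives 10%. At an unadjusted p of 0.05, 482 genes were higher and 1286 were lower, with 885 by chance. After scaling each sample to the same total, the unadjusted counts were 951 higher and 495 lower, and 19 higher and 10 lower genes passed. The unadjusted counts were 783 higher and 652 lower after quantile normalization, and 781 higher and 662 lower after median-ratio scaling. Over the genes kept with all 6 samples, KRT5, ATP6 and LOC100155807 passed without each sample in turn, while LOC100738055 passed in 5 of these 6 fits, LOC102163748 in 3, KRT8 in 2, and LOC100737072, ANG1 and PEBP4 in 1 each, and with the filter applied to the remaining 5 samples ATP6 passed in 6, KRT5 and LOC100155807 in the 3 where they could be tested (those without an NC replicate), LOC100738055 and ANG1 in 1 and the others in 0. The number passed was 49 with a pseudocount of 0.01 and 5 among genes with a mean FPKM of at least 1. It was 3 with the replicate number as a block, KRT5 and ATP6 among them but not LOC100155807. Without TGF-β1 replicate 1, 2 or 3 it was 41, 36 and 30. With the filter applied to the remaining 5 samples it was 8, 10 and 9 without NC replicate 1, 2 or 3 and 5 without TGF-β1 replicate 3. From the comparison of the sequenced groups, the paper identifies a differentially expressed lncRNA, which it names FDNCR1 and studies in its further experiments.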

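Gene groups listed after Table S3 had been read, but before the data were examined, were compared between TGF-β1 and NC with limma's camera. It asks whether a group ranks higher or lower than the other genes. Epithelial markers ranked higher with TGF-β1 (adjusted p = 1.7e-08, and adjusted p = 0.0545 with an estimated correlation). Of 14 measured markers, KRT5 and KRT8 rose and 12 did not pass the test, and 5 were higher when adjusted over the list alone. KRT14, the partner of KRT5 in basal keratin filaments, had 0.121 ± 0.106 in NC and 1.74 ± 0.763 with TGF-β1 (SD, n = 3 each; adjusted p = 0.322 from limma). COL17A1, a collagen of hemidesmosomes, had 0.0305 ± 0.0218 and 0.688 ± 0.263 (SD, n = 3 each; adjusted p = 0.138 from limma). Collagens and other matrix genes also ranked higher (adjusted p = 2.6e-05, and adjusted p = 0.0545 with an estimated correlation). None of the 36 measured genes passed alone over all genes, and 8 were higher and 2 were lower when adjusted over the list alone. COL1A1 and COL1A2, which encode the chains of type I collagen, had log2 fold changes of 0.62 (standard error 0.16) and 0.40 (standard error 0.10). For TNC, which encodes the matrix glycoprotein tenascin C, FPKM was 64.6 ± 2.11 in NC and 115 ± 19.5 with TGF-β1 (SD, n = 3 each; log2 fold change 0.82, adjusted p = 0.310 from limma). EFEMP1, another matrix glycoprotein, had a log2 fold change of -1.20 (standard error 0.25). Genes known to respond to TGF-β ranked higher as a group (adjusted p = 0.0016, but adjusted p = 0.104 with an estimated correlation). None of the 27 measured genes passed over all genes, and when adjusted over the list alone 1 was lower, TIMP3, an inhibitor of matrix metalloproteinases, at 58.0 ± 6.15 in NC and 29.4 ± 0.989 with TGF-β1 (SD, n = 3 each). Glycolysis genes ranked higher (adjusted p = 0.0016, but adjusted p = 0.644 with an estimated correlation), with 0 of 20 passing over all genes, 15 positive log2 fold changes and 2 higher over the list alone, HK2 and SLC16A3, named after their values were seen. Of 11 measured mitochondrially encoded genes ATP6 rose and 10 did not pass (group adjusted p = 0.0016, but adjusted p = 0.372 with an estimated correlation). Muscle markers, with 4 measured members and none passing, had a group adjusted p = 0.083, adjusted p = 0.372 with an estimated correlation, adjusted p = 0.134 to 0.169 under 3 other scalings, and adjusted p = 0.173, 0.147 and 0.136 without NC replicate 2, TGF-β1 replicate 1 or TGF-β1 replicate 2. DES, the muscle intermediate filament desmin, had a log2 fold change of 0.51 (standard error 0.21). Adipogenic transcription factors did not pass as a group (adjusted p = 0.158), with 13 of 19 measured members below 0, where the median of all genes was also below 0 at -0.10. Under the same 3 scalings the group was called lower (adjusted p = 0.0458 to 0.0632), as it was without NC replicate 1 or 2 (adjusted p = 0.0840 and 0.0209) and among genes with a mean FPKM of at least 1 (adjusted p = 0.0519), while without another scaling it had an adjusted p = 0.765 with an estimated correlation. None of the 19 passed over all genes, and when adjusted over the list alone PPARG, the main regulator of adipocyte differentiation, was lower. Macrophage markers had 16 of 17 log2 fold changes below 0 and none that passed, and were lowest in replicate 1 of each group. They did not pass as a group (adjusted p = 0.333, and adjusted p = 0.867 with an estimated correlation), but were called lower under the 3 scalings (adjusted p = 0.0197 to 0.0516) and without NC replicate 1 or TGF-β1 replicate 3 (adjusted p = 0.00164 and 0.0131). Adipocyte lipid genes (20 measured, group adjusted p = 0.82) and TGF-β receptors and Smads (27 measured, group adjusted p = 0.40) had no gene that passed. Camera called 6 of 20 tested lists, all higher, and 2 of these, the epithelial and the matrix genes, held with an estimated correlation. A count of 6 does not set the real groups apart. Of the 10 ways to split the 6 samples into 3 and 3, examined after the results were seen, 3 gave a count as large, the real one among them. Table S3, read before the lists were written, names 3 of the epithelial, 5 of the matrix, 4 of the TGF-β response, 1 of the glycolysis and 2 of the mitochondrial genes. The study took that table from the same 6 samples. The camera values of these lists include its genes, so they are not independent of it. The number of lists called was 10 without NC replicate 1.

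**Figure D1:**
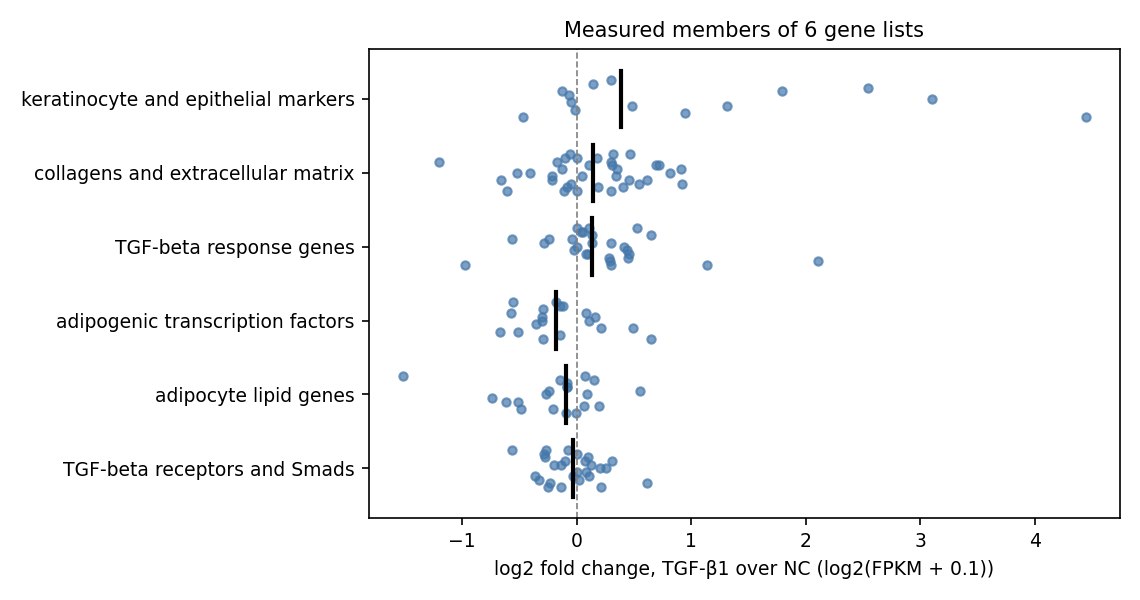
Log2 fold change of TGF-β1 over NC, on log2(FPKM + 0.1), for each measured gene of 6 lists (points, 3 samples per group) with the median of each list (black bars). The medians are 0.39 for epithelial markers, 0.14 for matrix genes and -0.18 for adipogenic transcription factors. KRT5 is listed at 0 in NC, so its position depends on the added 0.1.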

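Of 4260 lncRNAs tested, 5 passed limma's test at an adjusted p of 0.1, and 3 of these rose while 2 fell with TGF-β1. The files do not pair their IDs with gene names. MSTRG.56146.21 was listed at 0 in all 3 NC samples and had an FPKM of 38.0 ± 15.6 (SD, n = 3) with TGF-β1 (adjusted p = 0.0015). MSTRG.123029.3, also listed at 0 in NC, had 1.26 ± 0.156 (SD, n = 3; adjusted p = 0.0157 from limma). Of the lncRNAs that fell, MSTRG.5713.2 went from 3.04 ± 1.32 to 0.0108 ± 0.00596 (SD, n = 3 each; log2 fold change -4.72, standard error 0.43, adjusted p = 0.0232 from limma). MSTRG.79313.3, listed at 0 in TGF-β1 replicate 1, went from 5.69 ± 2.12 to 0.0844 ± 0.0733 (SD, n = 3 each; log2 fold change -4.99, standard error 0.50, adjusted p = 0.0331 from limma). At an unadjusted p of 0.05, 190 lncRNAs were higher and 151 were lower, with 213 by chance. The groups were separate in 567 lncRNAs (13.3%, where chance gives 10%). The number passed was 43 (24 higher and 19 lower) with a pseudocount of 0.01, 42 (24 and 18) with samples scaled to the same total, 14 (7 and 7) in one fit of both tables and 3 with the transcripts of a locus summed or with a mean FPKM of at least 1. Scaling to the same total, set far above the lncRNA totals of 49299 to 59941, raised the values. The added 0.1 then weighed less, as it does with a lower pseudocount. With quantile normalization or median-ratio scaling the number passed was 5. It was 1 without NC replicate 1 or without any 1 of the TGF-β1 replicates, 9 without NC replicate 3 and, with the filter applied to the remaining 5 samples, 0 without any 1 of the TGF-β1 replicates, where limma gave 249 to 309 lncRNAs at an unadjusted p of 0.05.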

We identified 212,064 protein-coding transcripts, and the lengths of mRNAs and lncRNAs were mainly 200–800 bp (Figure 2C). 

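The deposited mRNA table lists genes, not transcripts. Of its 22164 genes, 19934 had an FPKM above 0.1 in at least 1 of the 6 samples and 13826 had an FPKM above 1. In a single sample, 17081 to 17594 genes exceeded 0.1, with a median FPKM of 3.60 to 4.06. Genes expressed in at least 1 sample of each group numbered 18141. A further 855 were expressed in NC samples alone and 938 in TGF-β1 samples alone, and the difference between these counts was not tested. ACTA2, which encodes smooth muscle actin, was among the 10 genes with the highest mean FPKM, at 4267 ± 1219 in NC and 4526 ± 517 with TGF-β1 (SD, n = 3 each). Its log2 fold change was 0.12 (standard error 0.24, adjusted p = 0.876 from limma), and it turned to -0.11 without NC replicate 3.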

Most mRNA transcripts had 1 exon, while lncRNA transcripts had 2–4 exons (Figure 2D); 69.82% of lncRNAs had two exons. The distribution of lncRNAs and mRNAs on porcine chromosomes is shown in Figure 2E. 

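The 41 lncRNAs of Table S2 differed in how evenly the samples of a group carried the difference. In 31 of them all 3 TGF-β1 values lay on the side of the 3 NC values that the table states. The study took these lncRNAs from the same 6 samples, so the 10% that chance gives for separate groups of unselected lncRNAs is no test of this count. A whole group was listed at 0 in 19, and in 21 a single sample held more than 50% of the FPKM summed over the 6 samples. One transcript that the table gives as downregulated had 0.00230, 279 and 241 in the NC samples and 0.0263, 0.00909 and 0.00323 in the TGF-β1 samples, and it did not pass the filter on expression. Another, given as upregulated, was listed at 0 in NC and had 0.469, 0.182 and 7.91 with TGF-β1. By contrast, the NC values of MSTRG.5713.2 were 3.40, 4.14 and 1.58 and its TGF-β1 values were 0.00786, 0.00691 and 0.0177.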

Heat maps were constructed to show differentially expressed lncRNAs in two different libraries (Figure 2F).

### 3.3. Identification of FDNCR1

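FDNCR1 was found in the files through its RT-qPCR primers. Both primers of Table S1 lie in transcript MSTRG.142258.2 of Table S2, at bases 40 and 167 of the first 400 bases, which were used here, and make a product of 147 bases. FDNCR1 was listed at 0 in all 3 NC samples and had an FPKM of 1.39, 0.908 and 0.414 in the TGF-β1 samples (mean 0.906 ± 0.490, SD, n = 3). Every TGF-β1 value lay above every NC value (two-sided exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). In limma its unadjusted p of 0.00025 had rank 6 among the 4260 lncRNAs, with an adjusted p of 0.133, which did not pass the threshold of 0.1. The locus has a second transcript in the lncRNA table, which had an FPKM of 1.16 ± 0.0483 in NC and 0.490 ± 0.263 with TGF-β1 (SD, n = 3 each; log2 fold change -1.21, standard error 0.45, adjusted p = 0.53 from limma). This second transcript is not in Table S2 and its sequence was not searched, so whether the primers also match it is not known. The sum of both transcripts, computed after the values of each had been seen, was 1.16 ± 0.0483 in NC and 1.40 ± 0.238 with TGF-β1 (SD, n = 3 each), a log2 fold change of 0.24 (standard error 0.29, adjusted p = 0.88 from limma). The groups overlapped in this sum (two-sided exact permutation test, p = 0.3). The adjusted p of FDNCR1 expression passed with a pseudocount of 0.01 (0.0137) and with samples scaled to the same total (0.00951). That scaling raised the lncRNA values before 0.1 was added, so both settings lessen the weight of the pseudocount. FDNCR1 did not pass after quantile normalization or median-ratio scaling. Over 21 other settings, the sum of the locus among them, the adjusted p ranged from 0.00951 to 0.883. It was 0.427, 0.373 and 0.251 without NC replicate 1, 2 or 3, and 0.277 without TGF-β1 replicate 2.

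**Figure D2:**
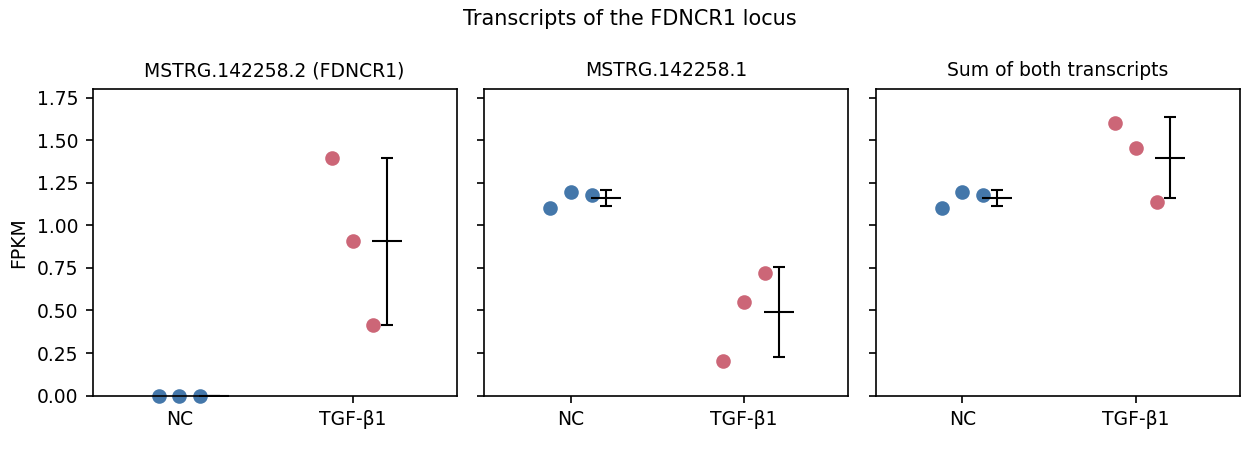
FPKM of FDNCR1, of the other transcript of its locus and of the sum of both, in 3 NC and 3 TGF-β1 samples (points) with mean and SD (black). FDNCR1 lies at 0 in NC and at 0.414 to 1.39 with TGF-β1, the other transcript is lower in each TGF-β1 sample than in each NC sample, and the sums overlap.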

According to the sequencing results, FDNCR1 was located on chromosome 16 in pigs (Figure 3A). In addition, we used fluorescence in situ hybridization (FISH) to determine the position of FDNCR1 in cells (Figure 3B). FISH results showed that FDNCR1 was mainly located in the cytoplasm. These results suggest that FDNCR1 may be involved in the differentiation of porcine precursors by acting as a molecular sponge. We summarized the miRNAs that target FDNCR1 (Figure S2). In addition, we detected the expression of FDNCR1 in different tissues and at different developmental stages. FDNCR1 expression decreased from day 0 to day 6 of preadipocyte differentiation (Figure 3C). FDNCR1 was more abundant in muscle and lung tissue than in other tissues (Figure 3D).

### 3.4. Knockdown of FDNCR1 Promotes Preadipocyte Differentiation

The efficiency of FDNCR1 knockdown was evaluated by RT-qPCR analysis (Figure 4A). The knockdown efficiency of FDNCR1 siRNA-2 was the best, so we used FDNCR1 siRNA-2 in a follow-up test. The results showed that compared with the control treatment, siRNA transfection significantly increased mRNA levels of PPARγ, aP2, and C/EBPα (Figure 4B). FDNCR1 siRNA also significantly increased the formation of lipid droplets in preadipocytes (Figure 4C) and the triglyceride content (Figure 4D). These results indicated that the knockdown of FDNCR1 promoted the porcine preadipocyte differentiation.

### 3.5. Knockdown of FDNCR1 Promotes Preadipocyte Differentiation through the TGF-β Signaling Pathway

After transfecting preadipocytes with FDNCR1 siRNA, we used RT-qPCR to detect the expression of miR-204 and TGFBR1 to examine the regulatory effect of FDNCR1. FDNCR1 siRNA significantly increased the expression of miR-204 but decreased the expression of TGFBR1 in preadipocytes; however, cotransfection with FDNCR1 siRNA and a miR-204 inhibitor restored miR-204 and TGFBR1 expression (Figure 5A,B). Transfection with FDNCR1 siRNA significantly decreased protein levels of *p*-Smad2/Smad2 and *p*-Smad3/Smad3, but cotransfection with a miR-204 inhibitor restored these protein levels (Figure 5C,D). Our results suggest that FDNCR1 sponges miR-204 to regulate preadipocyte differentiation by activating the TGF-β signaling pathway (Figure 6).

## 4. Discussion

TGF-β1, an important member of the TGF-β superfamily, plays critical roles in many processes [30,31]. Tsurutani et al. showed that TGF-β1 inhibits adipocyte differentiation in obese mice [13]. However, it is unclear whether TGF-β1 has the same effect on porcine preadipocytes. This interest motivates us to explore the effect of TGF-β1 on porcine preadipocytes differentiation. In one study, treatment with 10 ng/mL human recombinant TGF-β1 for 24 h significantly decreased bovine granulosa cell proliferation, and two small RNA libraries were constructed for high-throughput sequencing [32]. Hills et al. (2018) cultured HK2 and hPTEC cells with or without 10 ng/mL TGF-β1 for 7 days to examine the expression of CX26 and CX43 [33]. Therefore, we chose 10 ng/mL TGF-β1 as our final concentration. In our study, treatment with TGF-β1 significantly increased apoptosis in porcine preadipocytes. Additionally, the mRNA levels of PPARγ, aP2, and C/EBPα were significantly decreased and lipid accumulation was significantly decreased in porcine preadipocytes treated with 10 ng/mL TGF-β1 in our study. Research has shown that PPARγ is a key regulator of adipocyte differentiation, and C/EBPα can bind to the promoter of PPARγ and regulate the differentiation of adipocytes. Our study is consistent with a report indicating that TGFβ1 inhibits adipocyte differentiation [9,13].

Fat deposition is a complex metabolic process. Previous studies have shown that inhibiting adipocyte differentiation and inducing adipocyte apoptosis can decrease body fat deposition [34]. In addition, studies have shown that lncRNAs participate in a wide range of biological processes; however, studies on the relationship between lncRNAs and fat deposition are limited. Sun et al. found that lncRNA LncIMF4 affects porcine intramuscular preadipocyte differentiation [35]. Zhang et al. showed that lncRNA RP11-142A22.4 regulates preadipocyte differentiation and acts as a sponge of miR-587 to modulate Wnt5β expression [36]. Cai et al. revealed that lncRNA BADLNCR1 regulates adipogenesis by repressing GLRX5 expression in bovine preadipocytes [37]. In this study, we validated 8158 differentially expressed lncRNA transcripts and 212,064 differentially expressed mRNA transcripts in preadipocytes treated with TGF-β1 compared with untreated preadipocytes using the Illumina HiSeqXten platform. We next investigated whether these differentially expressed lncRNAs regulated porcine preadipocyte differentiation.

Non-coding RNA is the current research focus. As an important member of noncoding RNA, lncRNA plays an important role in the field of life sciences and affects a variety of processes, such as cell proliferation [38], differentiation [39], apoptosis [40], and other processes regulating gene expression [41]. Moreover, previous studies have revealed that lncRNAs play key regulatory roles at both the transcriptional [42] and posttranscriptional levels [43]. LncRNAs exhibit complex functions through multiple mechanisms, including mRNA degradation regulation, gene imprinting, splicing regulation, chromatin remodeling, and translation regulation. Although numerous studies have reported that lncRNAs are widely expressed in humans, mice, and rats, their expression in other mammals, especially pigs, remains unknown. In our study, we detected the expression of FDNCR1 in different tissues and at different developmental stages. FDNCR1 expression decreased from day 0 to day 6 of preadipocyte differentiation. This result indicates that FDNCR1 may inhibit preadipocyte differentiation. FDNCR1 was more abundant in muscle and liver tissue than in other tissues. The fat content in muscle plays a vital role in pork [44]. Proper fat content in pork will improve the quality of pork. The fat content in the liver will affect human health, too high fat content will form fatty liver, which will seriously damage human health [45]. Therefore, the high expression of FDNCR1 in muscle and liver tissue has an important regulatory effect on human health and pork quality. The transfection of cells with FDNCR1 siRNA significantly increased the formation of lipid droplets and the triglyceride content.

Numerous previous studies have shown that miRNAs can cause gene silencing by binding to mRNA. Recently, a new potential function of lncRNAs was found: competitively binding miRNAs and reversing the inhibitory effects of miRNA on mRNA, thereby regulating biological processes in cells. This phenomenon is known as the ceRNA hypothesis [46]. LncRNAs play important roles in various diseases by competitively binding miRNAs. For example, the lncRNA SMAD5-AS1, a sponge of miR-135b-5p, inhibits cell proliferation via the Wnt/β-catenin pathway in lymphoma [47]. The lncRNA MIAT sponges miR-22-3p to upregulate DAPK2 in diabetic cardiomyopathy [48]. However, relatively few lncRNAs have been identified that affect fat deposition through porcine preadipocyte differentiation by competitively binding miRNAs. In this study, after transfecting cells with FDNCR1 siRNA, mRNA levels of miR-204 significantly increased. Our previous research showed that miR-204 and miR-181 regulate porcine preadipocyte differentiation by targeting TGFBR1 [21,49]. We speculate that lncRNAs regulate TGFBR1 expression by competitively binding to miR-204. Notably, transfecting cells with FDNCR1 siRNA significantly decreased mRNA levels of TGFBR1 and protein levels of *p*-Smad2/Smad2 and *p*-Smad3/Smad3.

## 5. Conclusions

In our study, we revealed that FDNCR1 competitively binds to miR-204 to regulate the expression of TGFBR1, thereby regulating porcine preadipocyte differentiation. Our research will provide valuable information for improving traits of porcine meat quality. Our study also provides new ideas for further study and identified a novel target and a new strategy to control fat deposition.

## Figures and Tables

**Figure 1:**
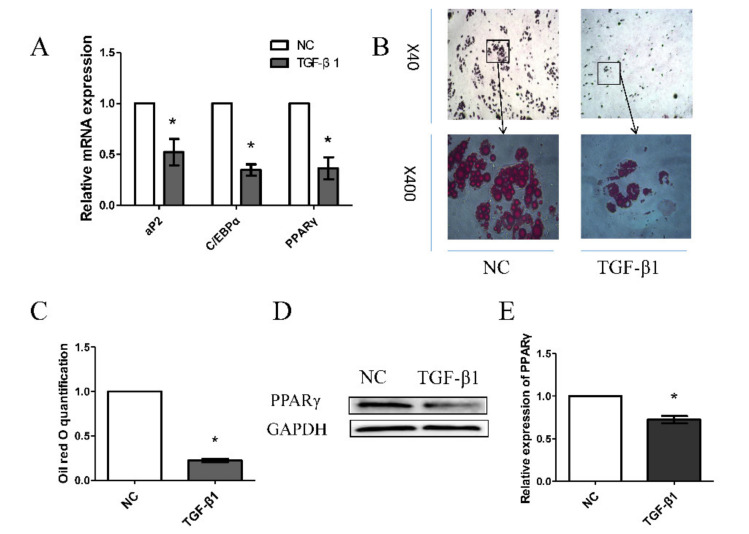
Morphology of preadipocytes treated with 10 ng/mL transforming growth factor-beta 1 (TGF-β1). (**A**) Relative mRNA levels with or without treatment with 10 ng/mL TGF-β1 for 48 h. (**B**,**C**) Oil red O staining (40× and 400×) showing lipid accumulation on day 8. (**D**,**E**) Relative protein levels of PPARγ and the apoptosis rates of porcine preadipocytes. Each treatment was repeated three times. Quantitative data are presented as the mean ± standard deviation (SD). “*” indicates significance.

**Figure 2:**
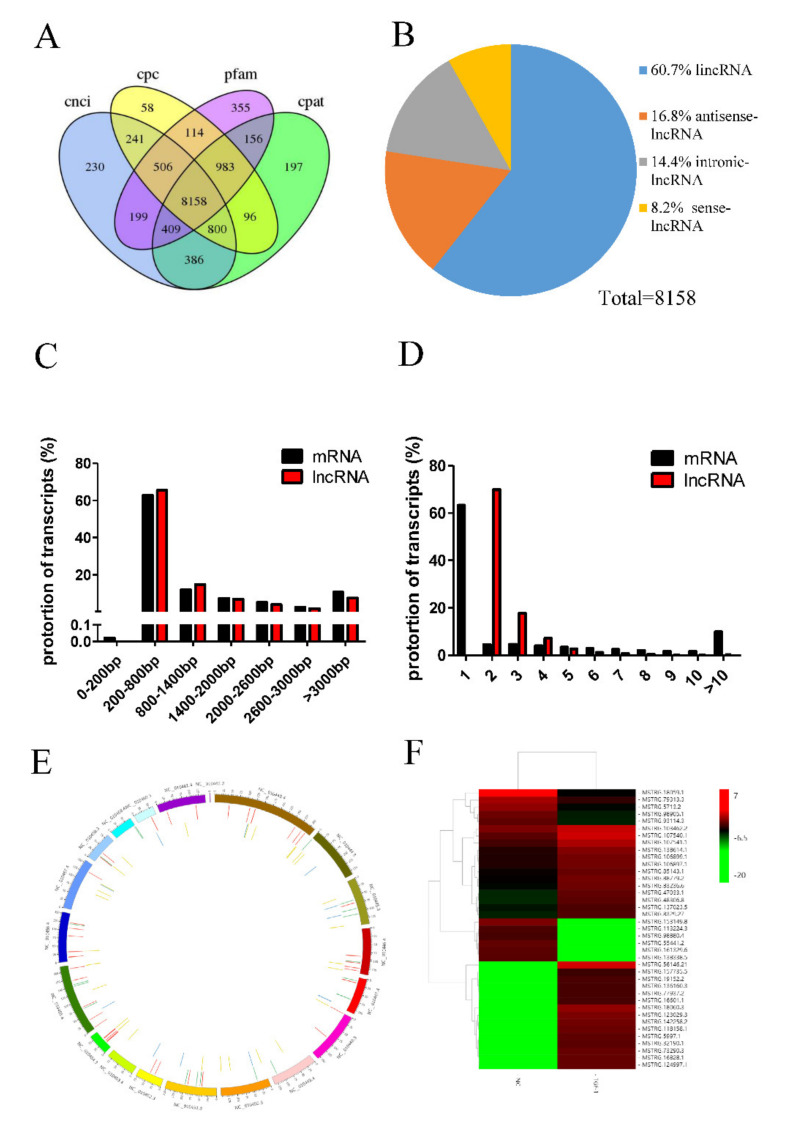
Overview of long noncoding RNA (lncRNA) sequencing data. (**A**) The CNCI(Coding-Non-Coding Index), Pfam database, CPC (Coding Potential Calculator)Tools, and CPAT (Coding Potential Assessment Tool)were used to predict the potential coding capability of lncRNAs to identify lncRNAs. (**B**) Types of predicted lncRNAs. Distribution of sequence length (**C**) and exon number (**D**) of lncRNAs and mRNAs. (**E**) The distribution of lncRNAs and mRNAs on porcine chromosomes. (**F**) Heat maps were constructed to show differentially expressed lncRNAs in two different libraries.

**Figure 3:**
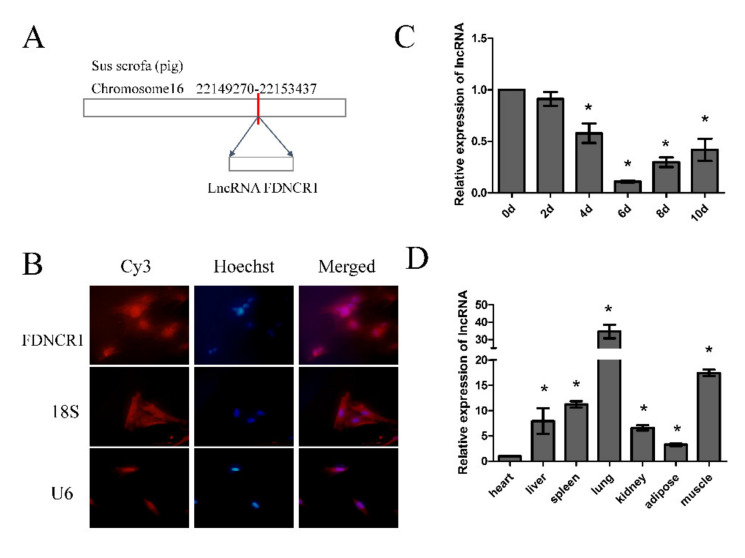
Characterization of fat deposition-associated long noncoding RNA1 (FDNCR1) in porcine preadipocytes. (**A**) Locations of FDNCR1 on pig chromosomes. (**B**) FISH detection of the lncRNA localization in preadipocytes. (**C**) Expression of FDNCR1 at different developmental stages. (**D**) Expression of FDNCR1 in different tissues. “*” indicates significance.

**Figure 4:**
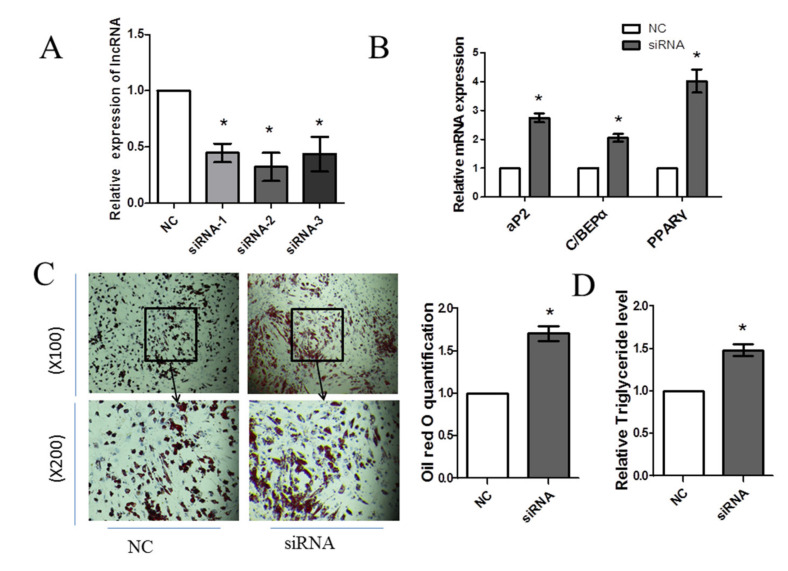
Knockdown of FDNCR1 promotes preadipocyte differentiation. (**A**) Expression of FDNCR1 after transfection with FDNCR1 siRNA. (**B**) mRNA expression of aP2, C/EBPα, and PPARγ after transfection with siRNA. (**C**) Oil red O staining (100×, 200×) showing lipid accumulation. (**D**) Levels of triglycerides after transfection with siRNA. “*” indicates significance.

**Figure 5:**
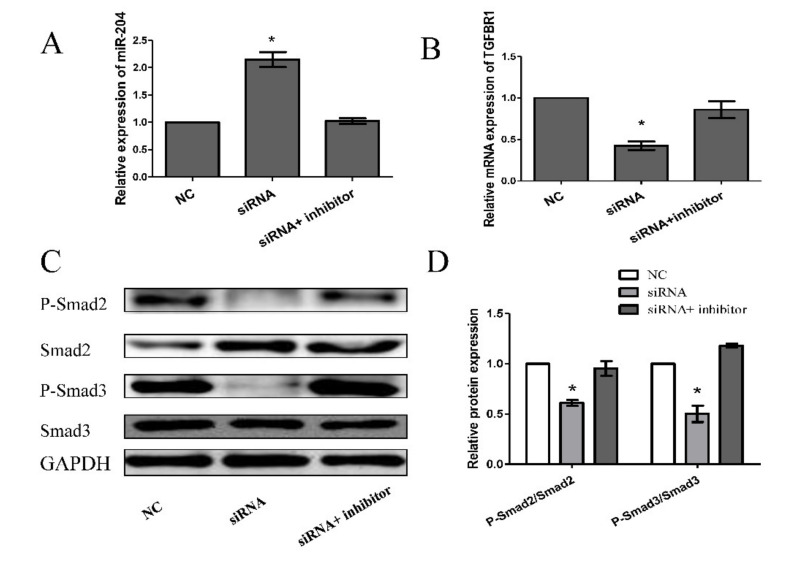
Knockdown of FDNCR1 promotes preadipocyte differentiation through the TGF-β signaling pathway. (**A**,**B**) Expression of miR-204 and TGFBR1 after transfection with FDNCR1 siRNA and/or a miR-204 inhibitor. (**C**,**D**) Protein levels of *p*-Smad2/Smad2 and *p*-Smad3/Smad3 after transfection with FDNCR1 siRNA and/or a miR-204 inhibitor. “*” indicates significance.

**Figure 6:**
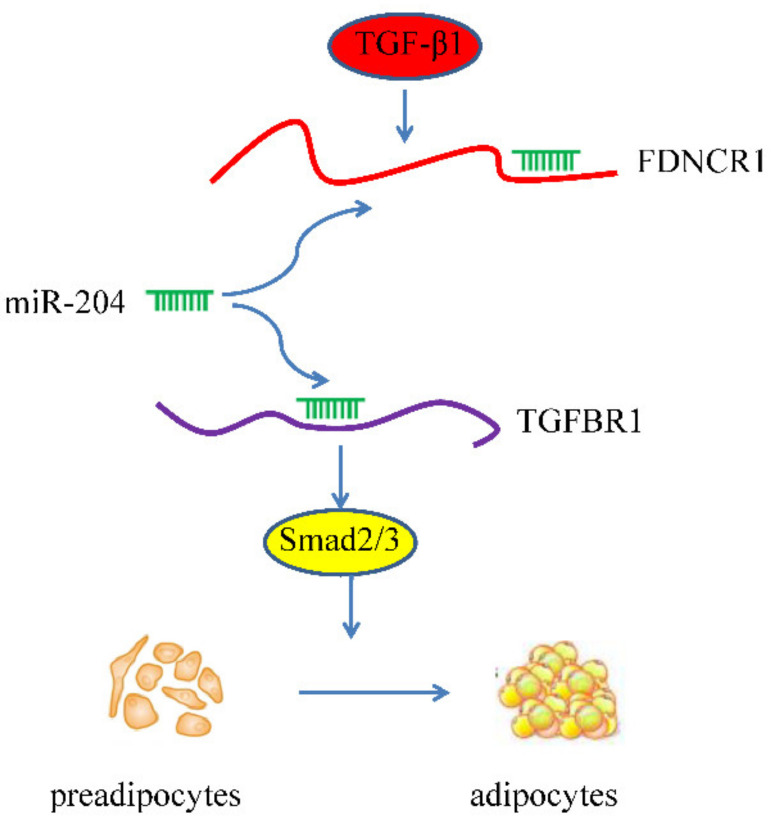
Model of the possible FDNCR1-miR-204-TGFBR1 pathway in porcine preadipocyte differentiation.

## Data Availability

Publicly available datasets were analyzed in this study. Our GEO accession number is GSE132049. These data can be found here: https://www.ncbi.nlm.nih.gov/Traces/study/?acc=PRJNA530285.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2076-2615/10/8/1399/s1. Table S1. Primers used for RT-qPCR; Table S2. Differentially expressed lncRNAs; Table S3. 

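Table S3 lists the genes and Table S2 the lncRNAs that the study took from its comparison of TGF-β1 with NC, so their directions in the same samples are not independent evidence, and 5 of the 41 lncRNAs stand there with a p of 1. All 76 genes of Table S3 were measured, and all 76 had the direction that the table gives (51 up and 25 down). Of these, 9 passed limma's test over all genes, 5 up and 4 down, and 72 passed when adjusted over the list alone. At an unadjusted p of 0.05, 68 passed, and in 64 the groups did not overlap in the stated direction. The genes of the table include TMEM255A (log2 fold change 1.25, standard error 0.13, adjusted p = 0.104 from limma) and LMCD1, a regulator of transcription (-0.94, standard error 0.13, adjusted p = 0.152). PRDX4, a peroxiredoxin of the secretory pathway, had 105 ± 7.38 in NC and 158 ± 10.4 with TGF-β1 (SD, n = 3 each). CTSS, a lysosomal protease of macrophages, had 66.3 ± 34.5 and 23.0 ± 7.43, which overlap between the groups. ID3, a target of TGF-β superfamily signals, had 3.92, 2.98 and 178 in the TGF-β1 samples against 2.96 ± 0.570 in NC (SD, n = 3), so 1 sample carried its difference. All 41 lncRNAs of Table S2 had means in the stated direction (27 up and 14 down). The filter kept 28 of them, of which 5 passed over all lncRNAs, 3 up and 2 down, and 22 passed when adjusted over the list alone. In Table S3, the log2 fold changes stand under the heading of the p value in all 76 genes. In Table S2 they stand there for 22 lncRNAs and under their own heading for 19. Here the value that cannot be a p was read as the log2 fold change, and for genes or lncRNAs where both values could be, a value of 1 or else the smaller was read as the p. The count for Table S3 was 19 with a trended and robust fit, 4 with a mean FPKM of at least 1, 5 and 4 without NC replicate 1 or 2 and, with the filter applied to the remaining 5 samples, 2 to 5. The count for Table S2 was 12 with a pseudocount of 0.01 or with samples scaled to the same total, 3 with a mean FPKM of at least 1, 1 without NC replicate 1 or any 1 of the TGF-β1 replicates and, with the filter applied to the remaining 5 samples, 1 and 3 without NC replicate 1 or 2 and 0 without any 1 of the TGF-β1 replicates, where limma called no lncRNA at all.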

Differentially expressed genes. Figure S1. The most enriched GO (Gene Ontology) terms of DEGs (Differentially Expressed Genes). Figure S2. The miRNA that FDNCR1 targeted.

How the deposited data were processed for this re-analysis (not part of the article)

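RNA of porcine preadipocytes was measured by RNA sequencing in 3 samples kept with citric acid (NC) and 3 samples treated with TGF-β1, grouped by the sample labels and the paper. The authors removed ribosomal RNA, cleaned the reads, aligned them to Sus scrofa 10.2 and calculated the deposited FPKM values with StringTie, as the paper and the submitters' processing notes state. The aligner is not given in the sources used here. The authors kept as lncRNAs the transcripts longer than 200 nt with no coding potential in CPC, CNCI, CPAT and Pfam, and tested differences with limma 3.4.0 and R 3.4.0. The deposited tables hold 1 FPKM value per sample for each gene of the mRNA table and each transcript of the lncRNA table. They hold FPKM and no read counts, so no count model was used and the depth in reads behind each value is not known from them.

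From these FPKM values, log2(FPKM + 0.1) was tested between the groups with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default parameters), after a filter of FPKM above 0.1 in at least 3 of 6 samples. P-values were adjusted by Benjamini-Hochberg within each table, at the paper's threshold of 0.1 with no minimum fold change. Single values were compared by two-sided exact permutation tests of 3 samples against 3. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Depth was estimated from FPKM values below 0.5 that were whole multiples of at most 4 fragments. These relative depths are estimates, since StringTie shares fragments between overlapping transcripts.

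FDNCR1 was matched by its RT-qPCR primers to the sequences of Table S2, not by its values. Tables S2 and S3 were matched to the files by ID. The lists of genes were written before the data were examined and cover TGF-β response genes, TGF-β receptors and Smads, collagens and matrix, matrix proteases and inhibitors, contractile genes, epithelial-mesenchymal transition factors, adipogenic transcription factors, adipocyte lipid genes, progenitor markers, apoptosis, cell cycle, glycolysis, mitochondrially encoded genes, endoplasmic reticulum stress, inflammatory genes, epithelial, macrophage, endothelial, muscle and erythroid markers, and reference genes. Table S3 had been read before the lists were written. Of 449 symbols in these 21 lists, 399 were found and 50 were not. TGFBR2 and NRF1 were found under LOC numbers through a RefSeq table of assembly Sscrofa11.1, which was used for names only. Lists were tested with limma's camera, with a preset correlation of 0.01 and with an estimated correlation, which compares a list with the other genes, and with fry, which tests a list against no change.

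The genes named with values were those the paper names, those with the largest changes among the genes that passed and had separate groups, members of the lists that passed or had the highest means, and genes of Tables S2 and S3. The values in Tables S2 and S3 had been read before this rule was written. From the genes under this rule, 48 were taken for the text, and the results of some genes are not reported here. FABP4, which the paper names as aP2, was not found by name and is not analysed here.

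Both tests were tried on simulated data made from the real means and spread, with 50 features changed at each fold. Of these, 36%, 72%, 86% and 88% of the genes in the mRNA table were recovered at 2, 4, 8 and 16 fold, with 14 false calls among 155. For the lncRNA table, 4%, 36%, 38% and 60% were recovered at the same folds, with 6 false calls among 75. Relative depth was recovered within 0.209% on simulated whole fragments. The sharing of fragments between transcripts was not simulated, so its effect on the depths given here is not known.

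The alternatives fixed before the data were examined were a pseudocount of 1 or 0.01, no filter, a mean FPKM of at least 1, quantile normalization, median-ratio scaling, scaling to the same total, a trended and robust fit, an adjusted p of 0.05, an absolute log2 fold change above 1, one fit of both tables, the replicate number as a block, leaving out each sample, other thresholds of expression, and camera with an estimated correlation or fry. Scaling to the same total was done for each table apart and raised its values before 0.1 was added, so it also lessened the weight of the pseudocount. Chosen after seeing the data were the sum of the transcripts of a locus, the exclusion of genes that equal a lncRNA, and a filter applied to the 5 remaining samples. The last was the form in which samples were first left out. Its values had been seen before the form that keeps the features of all 6 samples was put in its place, so both are given.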

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

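The tests of explanations in this part were chosen after the results were seen.

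KRT8 is outside Table S3 and was above its NC values in all 3 TGF-β1 samples, with a mean FPKM of 0.282. A further 3 genes without a symbol, outside Table S3, also rose, 2 of them listed at 0 in all NC samples and 1 with a mean FPKM of 0.287 in NC.

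KRT8, KRT5, KRT14 and COL17A1 had higher values together in the TGF-β1 samples, and a possible explanation is that a small share of epithelial cells was present in those cultures. Among the other listed markers outside Table S3 with a mean FPKM below 1, 3 of 15 (DSP, EPCAM and LAMB3) lay above every NC value in every TGF-β1 sample, against 390 of 9413 other genes (4.14%; one-sided Fisher's exact test, p = 0.0225). The markers' values had been seen when this test was chosen, and its p was 0.0295 without the limit on the mean, but 0.322 and 0.282 over markers that passed the filter, without and with that limit, so the result rests on DSP and LAMB3, which are below the filter. KRT18, the usual partner of KRT8, had a mean of 0.0147 in NC and 0.0154 with TGF-β1, and JUP and ITGA6, which NC cells also expressed above an FPKM of 1, had log2 fold changes of 0.14 and -0.04. Epithelial cells and a response of the preadipocytes to TGF-β1 cannot be told apart here. Either could raise epithelial transcripts in the RNA of a whole culture. Of the 19 other markers of any mean, 10 passed the filter, and 1 of these lay above every NC value in every TGF-β1 sample. A response of the preadipocytes was not tested.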

How the results depend on the processing

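Chosen after seeing the data were the sum of the transcripts of a locus, the exclusion of genes that equal a lncRNA, and the filter on the 5 remaining samples, the form in which samples were first left out. The causes of the changes below were not tested.

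The number of differentially expressed mRNAs, 17 as reported, was 49 with a pseudocount of 0.01, 11 with no filter, 5 with a mean of at least 1, 31 after quantile normalization, 29 after median-ratio scaling, 29 after scaling to the same total, 46 with a trended and robust fit, 9 at an adjusted p of 0.05 and 11 without the genes that equal a lncRNA. Of the 17 genes, 15 were among the 49, 17 among the 29 after median-ratio scaling and 11 among the 46. Leaving out 1 sample gave 15 to 41 over the features of all 6 samples. With the filter on the 5 samples it gave 8, 10 and 9 without NC replicate 1, 2 or 3, and 14, 24 and 5 without TGF-β1 replicate 1, 2 or 3.

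The number of differentially expressed lncRNAs, 5 as reported, was 43 with a pseudocount of 0.01, 3 with a mean of at least 1, 42 after scaling to the same total, 14 in one fit of both tables and 3 with the transcripts of a locus summed. Scaling to the same total raised the lncRNA values before 0.1 was added, while quantile normalization and median-ratio scaling gave 5. Leaving out 1 sample gave 1 to 9, and with the filter on the 5 samples 1, 4 and 9 without NC replicate 1, 2 or 3 and 0 without TGF-β1 replicate 1, 2 or 3, where limma gave 309, 264 and 249 at an unadjusted p of 0.05. Of lncRNAs, 840 had an FPKM above 1.

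The adjusted p of FDNCR1 expression, 0.133 as reported, was 0.01366 with a pseudocount of 0.01 and 0.009511 after scaling to the same total. The scaling, like the lower pseudocount, lessened the weight of the value added before the log2. Leaving out 1 sample gave 0.153 to 0.427, and 0.251 to 0.444 with the filter on the 5 samples. FDNCR1 was not tested with a mean of at least 1, nor with the filter on the 5 samples without a TGF-β1 replicate, since it did not pass those filters.

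Of Table S3 genes, 9 passed as reported, 4 with a mean of at least 1 and 19 with a trended and robust fit. Leaving out 1 sample gave 4 to 11, and with the filter on the 5 samples 3, 3 and 3 without NC replicate 1, 2 or 3 and 5, 5 and 2 without TGF-β1 replicate 1, 2 or 3. Of Table S2 lncRNAs, 5 passed as reported, 12 with a pseudocount of 0.01, 12 after scaling to the same total and 3 with a mean of at least 1. Leaving out 1 sample gave 1 to 5, and with the filter on the 5 samples 1, 3 and 4 without NC replicate 1, 2 or 3 and 0 without TGF-β1 replicate 1, 2 or 3. Of the fixed lists, 6 were called as reported, 2 by camera with an estimated correlation and 5 by fry. Leaving out 1 sample gave 5 to 10, and 6 to 9 with the filter on the 5 samples.

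With the replicate number as a block, 3 mRNAs (KRT5 and ATP6 among them, but not LOC100155807) and 1 lncRNA passed. Of the paper's lists, 3 Table S3 genes and 1 of the Table S2 lncRNAs passed. Camera with the preset correlation of 0.01 called 7 lists, the 6 reported and the macrophage markers (lower, adjusted p = 3.4e-07). That p takes the markers as nearly independent. Their correlation estimated without the block was 0.952, and camera's adjusted p with it was 0.867. Deviations of samples with the same number had an r of 0.251, 0.00393 and 0.196 across genes, and 4 of 6 samples correlated best with their own number. The first principal component also ordered the samples by replicate number within each group, and all 17 macrophage markers were lowest in replicate 1 of each. What the number marks is not stated. The reported fits therefore do not pair the samples, but a pairing is not excluded.

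For the 48 genes taken for the text, 827 of 905 values under other settings kept their direction and their side of the threshold, 52 no longer passed, 13 passed only there and 13 turned direction. All 52 fell on the 9 genes that had passed. For the other genes, keeping their side meant not passing again. Of the 9, KRT5 and ATP6 passed in all 19 other settings, but KRT8 in 9 of 18, LOC100737072 and PEBP4 in 7 of 18 and ANG1 in 7 of 19. SMAD4 turned to 0.02582 after quantile normalization, 0.02001 after median-ratio scaling and 0.05244 after scaling to the same total, GAPDH to 0.08385 after quantile normalization and SMAD2 to 0.02965 after scaling to the same total. NRF1 turned to -0.2557 and -0.05042 without NC replicate 1 or 2 and to -0.1597 and -0.07219 without TGF-β1 replicate 2 or 3 (0.5598 at the highest), PPARA to -0.07544 without NC replicate 2, ACTA2 to -0.1069 without NC replicate 3 (0.3192 at the highest), and TAGLN to -0.13 without NC replicate 3 and -0.0431 without TGF-β1 replicate 1 (0.1689 at the highest). The 3 scalings moved the median log2 fold change of all genes by 0.0905, 0.0913 and 0.123. The planned fit on read counts was not run, because the files hold FPKM. On simulated data fewer changed lncRNAs than genes were recovered at each fold, which limits what the lncRNA table can show.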

Differences from the paper's values

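Counts are set beside the paper's at its adjusted p of 0.1. The alternatives named in this part were fixed before the data were examined, except where stated.

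The paper reports 76 differentially expressed mRNAs, and 17 passed here. None of the alternatives came within 1.5 times the paper's count. The paper reports 39 differentially expressed lncRNAs, 28 up and 11 down. Here 5 passed, 3 up and 2 down. The total and the number up came within 1.5 times the paper's with a pseudocount of 0.01 (43, with 24 up) and with samples scaled to the same total (42, with 24 up), and under none of the others. The number down did so under none, with 19 and 18 in these 2 settings. Both settings lessen the weight of the pseudocount, since scaling to the same total raised the lncRNA values before 0.1 was added. Table S2 itself lists 41 lncRNAs, 5 of them with a p of 1 and 36 with a p below 1 (25 up and 11 down). The paper reports 8158 lncRNAs, and the deposited table held 4908, all with an FPKM above 0.1 in a sample. No other threshold of expression came closer than 1.5 times. None could give more than the 4908 in the table, so the thresholds cannot test this difference.

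The log2 fold changes of Table S3 were compared for 20 of its genes, those among the 48 genes taken under the rule for named genes with neither group listed at 0, and all 20 had the same sign, while 14 lay within the spread of the replicates. The paper's value is 3.80 for COL17A1 and 2.55 was found here. For ATP6 the paper's 8.32 stands beside 7.31, for LOC100155807 its 5.22 beside 4.44, for LOC100737072, listed at 0 in NC replicate 3, its 5.61 beside 2.94, for ID3 its 4.50 beside 2.11 and for TMEM255A its 1.41 beside 1.25. Within the spread were COL17A1, ATP6, LOC100737072 and TMEM255A with a pseudocount of 0.01, ID3 and TMEM255A after quantile normalization, median-ratio scaling and without TGF-β1 replicate 1 or 2, COL17A1, ID3 and TMEM255A with samples scaled to the same total, ID3 without NC replicate 1 and TMEM255A without NC replicate 3. LOC100155807 was within it under no alternative, and the other alternatives brought none of these genes within it.

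The paper counts FDNCR1 among its differentially expressed lncRNAs. Here the adjusted p of FDNCR1 expression was 0.133 from limma. The 2 of 21 other settings below 0.1 were a pseudocount of 0.01 (0.0137) and samples scaled to the same total (0.00951). Both lessen the weight of the value added before the log2. The 21 ranged from 0.00951 to 0.883, where 0.883 belongs to the sum of both transcripts of the locus and not to FDNCR1 itself. That sum and the filter on the 5 remaining samples, both among the 21, were chosen after seeing the data. Of the genes of Table S3 that did not pass here, TIMP3 passed with a pseudocount of 1 or 0.01 and with a trended and robust fit. TMEM255A passed in these settings and under the 3 other scalings, LMCD1 and PRDX4 with a trended and robust fit, CYTB without TGF-β1 replicate 1 and COL17A1 without TGF-β1 replicate 3. In number, genes of Table S3 that passed under an alternative and did not pass here were 10 with a trended and robust fit, 4 with a pseudocount of 1, 4 with a pseudocount of 0.01, 3 after median-ratio scaling, 2 after quantile normalization or scaling to the same total, 1 in one fit of both tables, 2 without NC replicate 3, 4 without TGF-β1 replicate 1 and 1 without TGF-β1 replicate 2 or 3. With the filter on the 5 remaining samples, chosen after seeing the data, they were 3 without TGF-β1 replicate 1 and 1 without TGF-β1 replicate 2. For lncRNAs of Table S2 they were 9 with a pseudocount of 0.01 or with samples scaled to the same total, 2 in one fit of both tables, 2 without NC replicate 2 and, in the form chosen after seeing the data, 1 without NC replicate 2.

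The paper gives more raw reads for the TGF-β1 libraries than for the control libraries, while the relative depth found in the FPKM values summed to 2.38 with TGF-β1 and 2.66 in NC.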

Other observations

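The tests of explanations and the counts over other splits in this part were chosen after the results were seen, and the set tests were fixed before.

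PPARG, the main regulator of adipocyte differentiation, had an FPKM of 5.21 ± 0.368 in NC and 3.24 ± 0.224 with TGF-β1 (SD, n = 3 each), a log2 fold change of -0.67 (standard error 0.11, adjusted p = 0.225 from limma), lower in all 3 samples. CEBPA, which acts with it, had 21.9 ± 5.00 and 14.5 ± 1.95 (SD, n = 3 each; log2 fold change -0.57, adjusted p = 0.480 from limma). FABP5 and PLIN2, genes of lipid transport and lipid droplets, had log2 fold changes of -0.48 and -0.24. TGFBR1 had 5.43 ± 0.508 and 4.26 ± 0.954 (SD, n = 3 each; adjusted p = 0.566 from limma), and TGFBR2 and TGFB1 had log2 fold changes of -0.25 and -0.57. The Smad genes had log2 fold changes of -0.10 for SMAD2, 0.26 for SMAD3, -0.08 for SMAD4, -0.28 for SMAD6 and 0.11 for SMAD7, none of which passed, and SMAD2 and SMAD4 turned sign under other scalings. GAPDH had a log2 fold change of -0.14 and turned sign after quantile normalization.

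Of the remaining lists, camera called none with the preset correlation, the pseudocount of 0.1, all 6 samples and the values as deposited, and no gene in them passed over all genes. The group adjusted p was 0.456 for 23 matrix proteases and inhibitors (TIMP3 lower when adjusted over the list alone), 0.386 for 24 contractile genes (LMCD1 lower when adjusted over the list alone), 0.386 for 12 epithelial-mesenchymal transition factors, 0.347 for 15 progenitor markers (TCF21 higher when adjusted over the list alone) and 0.112 for 19 inflammatory genes. Of these, camera called the contractile genes higher without NC replicate 1 (adjusted p = 0.0184), the proteases without NC replicate 3 or TGF-β1 replicate 1 (0.0947 and 0.0888), the progenitor markers without NC replicate 3 (0.0947) and the inflammatory genes without NC replicate 3 or TGF-β1 replicate 1 (0.000939 and 0.000493), with a pseudocount of 1 (0.0965) and without the genes that equal a lncRNA (0.0846). With an estimated correlation and all samples, the adjusted p was 0.867 for the contractile genes and the proteases and 0.802 for the progenitor markers and the inflammatory genes. The group adjusted p was 0.473 for 23 apoptosis genes, 0.82 for 29 cell cycle genes, 0.82 for 7 endothelial markers and 0.473 for 13 reference genes. Fry, which tests a list against no change and not against other genes, gave an adjusted p = 0.0418 for the apoptosis genes, whose median log2 fold change of -0.12 lay near the median of all genes. For 25 genes of endoplasmic reticulum stress and secretion camera's adjusted p was 0.15, but 0.00156 to 0.0118 under the 3 other scalings, 0.0720 and 0.0914 without NC replicate 1 or TGF-β1 replicate 3 and 0.0519 among genes with a mean of at least 1. With an estimated correlation and no other scaling it was an adjusted p = 0.802, and PRDX4 was higher when adjusted over the list alone. The median log2 fold change was below 0 while camera ranked the list higher for the adipocyte lipid (-0.09), cell cycle (-0.07), endothelial (-0.13), matrix protease (-0.02), receptor and Smad (-0.03) and endoplasmic reticulum (-0.03) lists, where the median of all genes was -0.10. Of the erythroid markers 1 passed the filter, so that list was not tested.

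Macrophage markers differed between samples of a group. All 17 were lowest in replicate 1 of each group, and their median fold over that replicate was 3.23 and 3.96 in the other NC samples and 3.39 and 5.16 in the other TGF-β1 samples. C1QA, a complement gene of macrophages, had 35.5, 128 and 182 in NC and 19.8, 75.0 and 114 with TGF-β1. The first principal component of the mRNA table held 28.1% of the variance and ordered the samples by replicate number within each group, and the second held 24.4% and separated the groups.

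ATP6 rose by 7.31 on the log2 scale, and a candidate explanation is that mitochondrial reads were assigned to different genes in different libraries. Of 10 other mitochondrially encoded genes, 3 (COX3, CYTB and ND6) ranged over at least 10 fold within a group, against 707 of 13815 other genes (5.12%; one-sided Fisher's exact test, p = 0.0123). The ranges had been seen when 10 fold was chosen, and p was 0.0215, 0.0372 and 0.00538 at 3, 5 and 30 fold. ATP6 itself did not range so within a group (0.0858 to 0.133 in NC and 24.7 to 38.8 with TGF-β1), so these ranges do not account for its difference between the groups, and an assignment of reads that differs between the groups cannot be told apart from a change of ATP6 with TGF-β1, which was not tested. More mitochondrial RNA in the TGF-β1 cultures, as the cause of the ATP6 rise of 7.31, is argued against by the median of 0.133 (SD 1.49) over the 10 other genes. A smaller rise of mitochondrial RNA is not excluded by this median, which lay above the -0.10 of all genes.

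FDNCR1 had values with TGF-β1 while the other transcript of its locus was lower, and reads of the locus could have been assigned differently between the transcripts. If FDNCR1 had come on top of the NC level of the other transcript, the sum of both would have changed by 0.782 on the log2 scale, and it fell short of this by 0.545. The sum changed by 0.237, with a standard error of 0.286. Both values lie within 2 standard errors of no difference, so a shift between the transcripts and more RNA from the whole locus cannot be told apart with 3 samples per group.

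The 6 samples can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split gave 17 mRNAs and the highest other 15, and 1 split gave a count as large. For lncRNAs the real count was 5, the highest other 7, and 3 splits gave a count as large. For Table S3 genes it was 9 and the highest other 0, and for Table S2 lncRNAs 5 and 0, with 1 split as large in each, but these tables were chosen on the real split. For the fixed lists it was 6 and the highest other 6, with 3 splits as large.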
